# Deptor transcriptionally regulates endoplasmic reticulum homeostasis in multiple myeloma cells

**DOI:** 10.18632/oncotarget.12060

**Published:** 2016-09-16

**Authors:** Valeria Catena, Tiziana Bruno, Francesca De Nicola, Frauke Goeman, Matteo Pallocca, Simona Iezzi, Cristina Sorino, Giovanni Cigliana, Aristide Floridi, Giovanni Blandino, Maurizio Fanciulli

**Keywords:** multiple myeloma, deptor, ER stress, homeostasis, transcription

## Abstract

Multiple myeloma (MM) is a malignant disorder of plasma cells characterized by active production and secretion of monoclonal immunoglobulins (IgG), thus rendering cells prone to endoplasmic reticulum (ER) stress. For this reason, MM cell survival requires to maintain ER homeostasis at basal levels. Deptor is an mTOR binding protein, belonging to the mTORC1 and mTORC2 complexes. It was reported that Deptor is overexpressed in MM cells where it inhibits mTOR kinase activity and promotes cell survival by activating Akt signaling. Here we identify Deptor as a nuclear protein, able to bind DNA and regulate transcription in MM cells. In particular, we found that Deptor plays an important role in the maintenance of the ER network, sustaining the expression of several genes involved in this pathway. In agreement with this, Deptor depletion induces ER stress and synergizes the effect of the proteasome inhibitor bortezomib (Bz) in MM cells. These findings provide important new insights in the ER stress control in MM cells.

## INTRODUCTION

Multiple myeloma (MM) is a malignant pathology characterized by the proliferation of clonal plasma cells (PC) in the bone marrow [1]. It is the second most frequent haematological malignancy in the USA and Europe [2] with a median age at diagnosis of 69 years [3]. Despite several improvements in supportive cure, MM remains incurable and patients invariably relapse [4]. For this reason, many efforts have focused on identifying novel strategies in eradicating the subset of tumor cells that escape from therapy. One of the typical features of MM cells is represented by the massive production and secretion of immunoglobulins (Igs)[5], often detectable in patient serum and/or urine, and the ability to adapt to prolonged endoplasmic reticulum (ER) stress [6]. Indeed, MM cells are able to reduce ER protein load by increasing degradation of the accumulated proteins through the activation of an adaptive response called Unfolded Protein Response (UPR) [7]. The UPR, in MM cells, is regulated by the ER chaperone BiP (Binding immunoglobulin Protein),[8] which coordinates events leading to an attenuate general protein translation and rapid degradation of exceeding proteins [9, 10]. However, extensive ER stress induces activation of the pro-apoptotic UPR effector CHOP (transcription factor C/EBP Homologous Protein), involved in downregulating Bcl-2 expression and in activating BAX [11]. Currently, MM cells have demonstrated their sensitivity to compounds that target protein homeostasis, such as proteasome inhibitors (PIs) [12]. In particular, PIs block ER-Associated Degradation (ERAD) mechanisms, leading to accumulation of unfolded proteins and induction of ER stress and apoptosis. Therefore, therapeutic strategies targeting the ER stress response pathways may be considered promising to improve clinical outcome of MM patients.

Deptor, also named DEPDC6 (DEP- Domain-Containing Protein-6) is a 48 kDa protein, playing a critical role in mTOR pathway [13]. It is a component of mTORC1 and mTORC2 complexes and specifically interacts with mTOR, inhibiting thereby its kinase activity [13]. Notably, the presence of a negative feed-forward loop in which Deptor and mTOR regulate each other was demonstrated [14, 15]. Indeed, Deptor downregulation leads to an increase in mTOR activity, which in turn produces reduction of Deptor expression [13]. In several tumors Deptor has been found to be overexpressed, playing an important role in many cellular processes, such as cell growth, apoptosis, autophagy and drug resistance [16]. Importantly, in MM cells high levels of Deptor lead to an enhanced Akt kinase activity, thus providing a pro-survival effect [13]. Consistent with this notion, Deptor expression is correlated with poor survival in MM patients [17]. Moreover, it was hypothesized that Deptor may affect the protein synthesis machinery by inhibiting the mTORC1 activity, thereby protecting MM cells against ER stress and inhibiting apoptosis [18]. Nevertheless, the complete role played by Deptor in this pathology remains elusive.

In this study, we found Deptor as a nuclear protein, accumulated in the chromatin fraction. Strikingly, we produced evidence showing that Deptor regulates the transcription of several genes involved in the control of ER homeostasis and that its downregulation increases ER stress, thus inducing activation of apoptotic response. Finally, our results highlight how the depletion of Deptor makes MM cells more sensitive to the treatment with the proteasome inhibitor bortezomib (Bz). In aggregate, our results suggest Deptor as a novel target for MM treatment.

## RESULTS

### Deptor is a nuclear protein

Although it has been demonstrated that Deptor is a potent mTOR inhibitor,[13] a complete characterization of its functions has still not been well elucidated. In contrast with the most cancer types in which its expression is generally low, Deptor exhibits high levels in MM,[16] leading to presume an important role of this protein in this pathology. To shed light on Deptor functions within MM cells, we started investigating its localization within these cells. Therefore, we analyzed Deptor expression by immunofluorescence in human CD138^+^ primary myelomas (MM34, MM66)[16] observing a clear nuclear signal of Deptor (Figure 1A). These results were confirmed in several MM cell lines (KMS27, KMS18 and RPMI 8226) (Figure 1B). To confirm the presence of Deptor in the nuclear compartment, we performed subcellular fractionation in KMS18, KMS27 and ARH77, cells with different levels of Deptor. As shown in Figure 1C, in addition to a cytoplasmic signal, a nuclear anti-Deptor positive staining was also detected. To further characterize this localization, chromatin-bound proteins were extracted from KMS18 and KMS27 cells displaying a significant accumulation of Deptor (Figure 1D).

**Figure 1:**
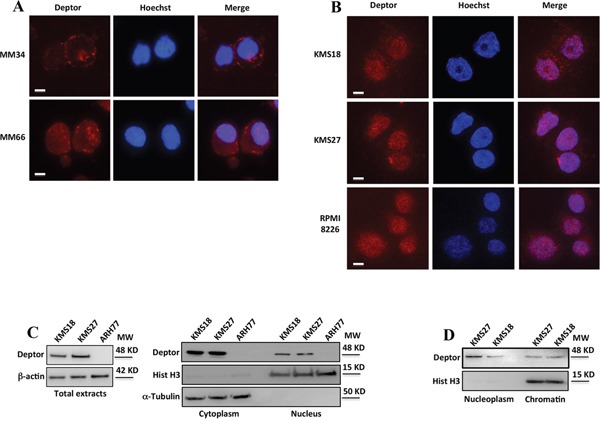
Deptor is a nuclear protein **A-B.** Immunofluorescence analysis of Deptor expression in plasma cells purified from primary myelomas (A) and in MM cell lines (B). Cells were fixed in 4% formaldehyde for 15 min and then permeabilized with 0.1% Triton X-100. Nuclei were visualized by staining with Hoechst dye. Scale bar represents 10 μm; 63X original magnification. **C.** Western blot (WB) analysis, with the indicated antibodies (Abs), of total (left), nuclear and cytoplasmic extracts (right) from KMS27, KMS18 and ARH77 MM cell lines. **D.** WB analysis of soluble nuclear and chromatin-bound protein fractions with the indicated Abs from KMS27 and KMS18 MM cell lines.

Altogether, these results demonstrate a nuclear localization of Deptor, leaving room to assume its additional functions.

### Deptor modulates transcription of genes involved in ER homeostasis

The above results show that Deptor is present in the chromatin fraction. Based on this indication, we wondered whether this protein was somehow involved in transcriptional regulation. 

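RNA of KMS27 cells, a human MM cell line, was sequenced after transfection with Stealth siRNA negative control (siControl) or with a pool of siRNAs against Deptor (siDeptor). Total RNA was depleted of ribosomal RNA and 3 libraries were prepared per condition. The sample labels list 1 sample per condition, so the libraries were taken as repeat libraries of 1 sample, and the spread between them does not include the spread between separate transfections. The authors mapped the reads to hg19 with TopHat, estimated expression with Cufflinks as FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments), and compared the conditions with Cuffdiff. Their table of expression lists 16284 genes in each library. Summed over these genes, the FPKM values came to 705787, 701865 and 742979 in siControl libraries 1, 2 and 3, and to 707266, 711871 and 676930 in siDeptor libraries 1, 2 and 3. FPKM values hold no fragment counts, so the depth behind each value is unknown and no interval for counting error was computed. The table held no gene at exactly 0 FPKM in siControl library 1, whereas 646 to 840 genes were at exactly 0 in each of the other 5 libraries. In 29 genes, at least 1 library was listed at 0 and another at 10 FPKM or more. They include EEF1A1, a translation factor that every cell uses, which was listed at 0 in siControl library 3, at 5918 and 5904 FPKM in the other siControl libraries and between 5541 and 5604 FPKM after siDeptor. A value of 0 can therefore be a failed estimate.
Changes were computed as log2((mean FPKM siDeptor + 1)/(mean FPKM siControl + 1)), a scale that understates the change of genes with low FPKM. They cover the 11385 genes with a mean of at least 1 FPKM in either condition. Over these genes the Pearson correlation of log2(FPKM + 1) was 0.986 to 0.991 between libraries of the same condition and 0.976 to 0.983 between libraries of different conditions. Genes that differed between the 3 siDeptor and the 3 siControl libraries were called with limma on log2(FPKM + 1), with a trend of variance on expression and a Benjamini-Hochberg adjusted p under 0.05. The log2 values given with a limma adjusted p are changes of the means, and the standard errors are those of the limma fit.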

To verify this hypothesis, we performed a RNA-seq analysis by using mRNA from KMS27 cells transfected with siRNA Deptor or siRNA negative control (Figure 2A). 

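DEPTOR (chromosome 8 of hg19, 120885957 to 121063157, plus strand) was at 186 ± 7.21 FPKM (SD, n = 3 libraries) in siControl and at 23.8 ± 0.929 FPKM (SD, n = 3 libraries) in siDeptor, so that 12.8% of the siControl level was left. Its log2 change was -2.92 (standard error 0.043, limma adjusted p = 2.0e-07). The lowest siControl library was 7.25-fold above the highest siDeptor library. Among the 1000 genes nearest to DEPTOR in mean expression, 1 had a lower change. That gene was SNORD35A, a small nucleolar RNA listed at 0 in 5 of the 6 libraries. Each library left out in turn gave a DEPTOR change between -2.95 and -2.89.
Of the 11385 genes tested with limma, 2077 were higher and 2212 were lower in the siDeptor libraries, 4289 in all. With any 1 library left out, between 3105 and 3990 genes were called. Most of these differences were small. The log2 change was at least 1 in 16 genes and -1 or less in 55 genes, and 43 of these genes were called by limma. A threshold of 0.58 in place of 1 moved these counts most, to 113 genes up and 293 genes down. The median change of all genes tested was -0.013, with 5401 genes above 0 and 5984 below 0.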

Differential expression analysis of this experiment revealed 1891 transcripts significantly regulated (968 down, 923 up) in response to Deptor depletion (Figure 2B), thus confirming that Deptor is able to regulate transcription.

**Figure 2:**
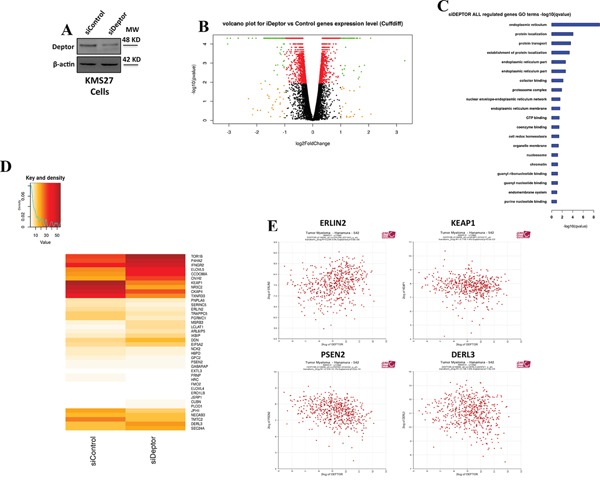
Deptor modulates transcription of genes involved in ER homeostasis **A.** WB analysis with the indicated Abs of total cell extracts (TCEs) from KMS27 cells transiently transfected with Stealth siRNA negative control (siControl) or siRNA Deptor (siDeptor). **B.** Volcano Plot of all assembled RNA-seq genes performed with KMS27 cells transiently transfected as in A. The image depicts genes with strong modulation but not significant (qvalue < 0.05) in orange; significant modulation but mild fold-change (abs (log2fc) < 1) in red; significant and strongly modulated genes in green. **C.** Gene Ontology significance barplot of all siDeptor modulated genes deriving from Cuffdiff analysis. **D.** Intensity (FPKM) heatmap of endoplasmic reticulum genes (top) and ER stress genes (bottom) modulated after Deptor silencing. **E.** Correlation analysis of expression values from 550 myeloma patients, as described in Zhan et al [28], between Deptor and endoplasmic reticulum genes (ERLIN2, KEAP1, PSEN2 and DERL3) (probe set 218858_at for DEPTOR). R2 values: Erlin2=0,234; KEAP1=−0,118; PSEN2=−0,318; DERL3=−0,136.

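The authors' deposited table lists 1889 transcripts that Cuffdiff called between the conditions, 922 up and 967 down, with q values from 0.0011 to 0.0499. Of these, 48 are synthetic spike-in RNAs, which are added to RNA samples in set amounts, 36 up and 12 down. Without the spike-ins, 1841 transcripts of 1825 genes remained in the authors' deposited table, 886 up and 955 down. In the classes of Fig. 2B, 48 of these transcripts rose and 113 fell by at least 1 on the authors' log2 scale, and 1680 changed by less than 1. The median log2 fold change in the authors' deposited table was 0.44 for transcripts up and -0.49 for transcripts down. The table lists called transcripts, so the class of strong but not significant changes was not analysed here.
The calls were compared with the table of gene FPKM values. A gene was included if its called transcripts had 1 direction and its mean was at least 1 FPKM in either condition, which gave 1768 genes. Of these, 1759 (99.5%) changed in the direction of the authors' call, and 1655 (93.6%) were also called in that direction by limma. In 9 genes the direction differed, ARFIP1, DCLRE1C, DROSHA, LY9, MID1, NSF, PTPRB, RNF24 and TMEM116, which were listed after their values were seen. For 16 genes, 2 transcripts were called, and in 3 of these, KEAP1, PICALM and TJP1, the 2 transcripts went opposite ways. From the transcripts regulated in response to Deptor depletion, the paper concludes that Deptor is able to regulate transcription. For this role it also reports Deptor in the chromatin fraction and, by ChIP-qPCR, on promoter regions.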

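Gene sets chosen in advance were compared with 10000 random lists of the same size, matched on mean expression in 10 bins of genes. The percentile of a set among these lists describes these 6 libraries and is not a test across transfections. Gene Ontology terms were not used here. Proteasome genes had a median log2 change of 0.20, above all random lists (percentile 100). The list also holds POMP, PSMF1, PSMG1, PSMG2 and PSMG3, so not all of its members are subunits. Of the 45 genes measured, 40 were higher after siDeptor. Limma called 28 higher and 2 lower, 30 over all genes tested and 32 when adjusted over the list alone. The largest rise was that of PSMA3, from 115 ± 6.47 to 165 ± 7.30 FPKM (SD, n = 3 libraries each; log2 change 0.51, limma adjusted p = 0.00065). PSMA4 went the other way, from 177 ± 7.56 to 135 ± 5.66 FPKM (SD, n = 3 libraries each; log2 change -0.40, limma adjusted p = 0.0010). Targets of ATF6 and XBP1, transcription factors of the UPR, had a median log2 change of 0.18 (percentile 100), with 43 of 62 genes higher. Targets of PERK and ATF4, which act in another branch of the UPR, had a median log2 change of -0.10 (percentile 0.040), with 28 of 43 genes lower, and a median of -0.049 without 4 genes that are also in the list of p53 targets.
Histone genes had a median log2 change of -0.14 (percentile 0), with 43 of 55 genes lower. Limma called 17 of the histone genes lower and 3 higher, and also 20 when adjusted over the list alone. Many histone genes are near-identical copies, so fragments could have been split among them and the single members are uncertain. Ribosomal protein genes had a median log2 change of 0.008 (percentile 10.4), and this median was between -0.0023 and 0.029 with each library left out. The authors' deposited table holds 4 of the 76 ribosomal protein genes, against a mean of 13.0 in the random lists. The direction of the proteasome, histone and both UPR target medians was the same after centring on the median of all genes, after quantile normalization and after a trend with GC content was removed.

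**Figure D1:**
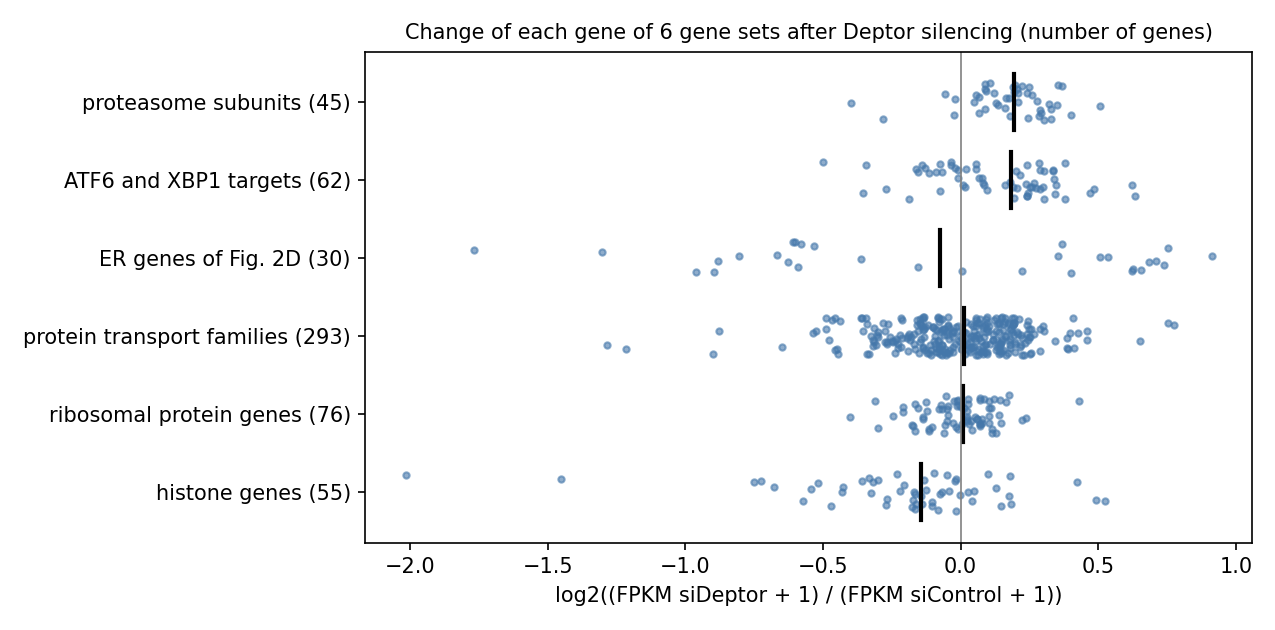
Log2 change of each gene (points) in 6 gene sets, on the scale log2((FPKM siDeptor + 1)/(FPKM siControl + 1)), with the number of genes in brackets and the median as a black line. Vertical spread within a set only separates the points. The proteasome median lies at 0.20 and the histone median at -0.14, and the ER genes of Fig. 2D fall on both sides of 0.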

To identify the cellular pathways affected by Deptor depletion, we performed a Gene Ontology analysis of differentially expressed genes. 

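Genes of families that carry proteins between compartments, such as RAB, SEC, SNX, VPS, STX, TRAPPC and nuclear transport genes, were collected by their symbols after the data were examined. Of the 318 genes, 293 had a mean of at least 1 FPKM in either condition. Their median log2 change was 0.012 (percentile 75.5 among random lists), with 154 genes higher and 139 lower after siDeptor. Without siDeptor library 3 the median was 0.0032, and without siDeptor library 2 it was 0.024. Limma called 71 of these genes higher and 67 lower. The authors' deposited table holds 46 of them, 20 up and 26 down, against a mean of 46.3 in the random lists. The largest fall was that of SNAP23 on chromosome 15 (42783431 to 42837554, plus strand of hg19), from 29.0 ± 1.63 to 11.3 ± 0.401 FPKM (SD, n = 3 libraries each; log2 change -1.29, limma adjusted p = 2.3e-05). RAB8B had a log2 change of -1.22 (limma adjusted p = 4.3e-05) and SNX24 of -0.90 (limma adjusted p = 0.0017). RAB3D, SEC24A and SEC22C rose most, with log2 changes of 0.78, 0.75 and 0.65. The 3′ UTRs of SNAP23 and RAB8B hold GGCTTAA, the 7-base word most strongly associated with lower values after siDeptor. That of SEC22C, which rose, holds it as well. Those of SNX24, RAB3D and SEC24A lack it but hold TTCTGAA, a word with a weaker association.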

From this analysis, we observed that Deptor expression lead to sustaining of several pathways involved in protein transport or localization (Figure 2C and 2D). Notably, among them, we found that Deptor exhibits a strong change of expression levels of many genes involved in endoplasmic reticulum (ER) homeostasis, a crucial event in maintaining MM cell survival (Figure 2C and 2D).

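ERLIN2, on chromosome 8 of hg19 (37594119 to 37615940, plus strand), fell from 10.1 ± 0.170 to 6.65 ± 0.592 FPKM (SD, n = 3 libraries each). Its log2 change was -0.53 (standard error 0.061, limma adjusted p = 0.00095). PSEN2, on chromosome 1 (227057885 to 227115427, plus strand), fell from 10.2 ± 1.19 to 5.01 ± 0.219 FPKM (SD, n = 3 libraries each), a log2 change of -0.90 (standard error 0.081, limma adjusted p = 0.00039). CKAP4, on chromosome 12 (106631659 to 106698057, minus strand), fell from 4.28 ± 0.133 to 1.86 ± 0.177 FPKM (SD, n = 3 libraries each), a log2 change of -0.88 (standard error 0.065, limma adjusted p = 0.00018). DERL3, on chromosome 22 (24176690 to 24181315, minus strand), rose from 23.0 ± 0.905 to 35.9 ± 3.49 FPKM (SD, n = 3 libraries each), a log2 change of 0.62 (standard error 0.071, limma adjusted p = 0.00095). In the annotation DERL3 overlaps SMARCB1 on the opposite strand, and while the library kit keeps the strand, the paper's text does not state whether fragments were assigned by it. In these 4 genes every siDeptor library lay outside the range of the siControl libraries, which 3 libraries against 3 give by chance in 10% of genes. Each call held under all alternatives run. KEAP1 was at 47.2 ± 1.94 and 47.4 ± 2.17 FPKM (SD, n = 3 libraries each), and its libraries overlapped (limma adjusted p = 0.93).
Of the 32 gene labels that could be read with certainty in Fig. 2D, 30 genes had a mean of at least 1 FPKM in either condition. Of these, 15 were higher and 15 lower after siDeptor, with log2 changes from -1.77 to 0.91. Limma called 13 higher and 13 lower, and 28 genes were called when adjusted over the list alone. The authors chose these genes from the same libraries, so this count is not independent evidence. HRC, PGRMC1 and PRNP fell most. They fell by 1.77, 1.30 and 0.96 on the log2 scale. MSRB3, SEC24A and TOR1B rose most, the first and last with log2 changes of 0.91 and 0.74. The 3′ UTRs of ERLIN2, PSEN2 and CKAP4 each hold the 7-base words GGCTTAA and TGGCTTA. Over 10438 genes, these were the 2 words most strongly associated with lower values after siDeptor. The 3′ UTRs of MSRB3 and P4HA2, which rose, hold GGCTTAA as well. Those of HRC, PGRMC1 and PRNP, which fell most, hold neither word. Of the 8 words that scored below every shuffled gene order, PGRMC1 holds GTAGACT, PRNP holds AGGCTTA and HRC holds none.

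**Figure D2:**
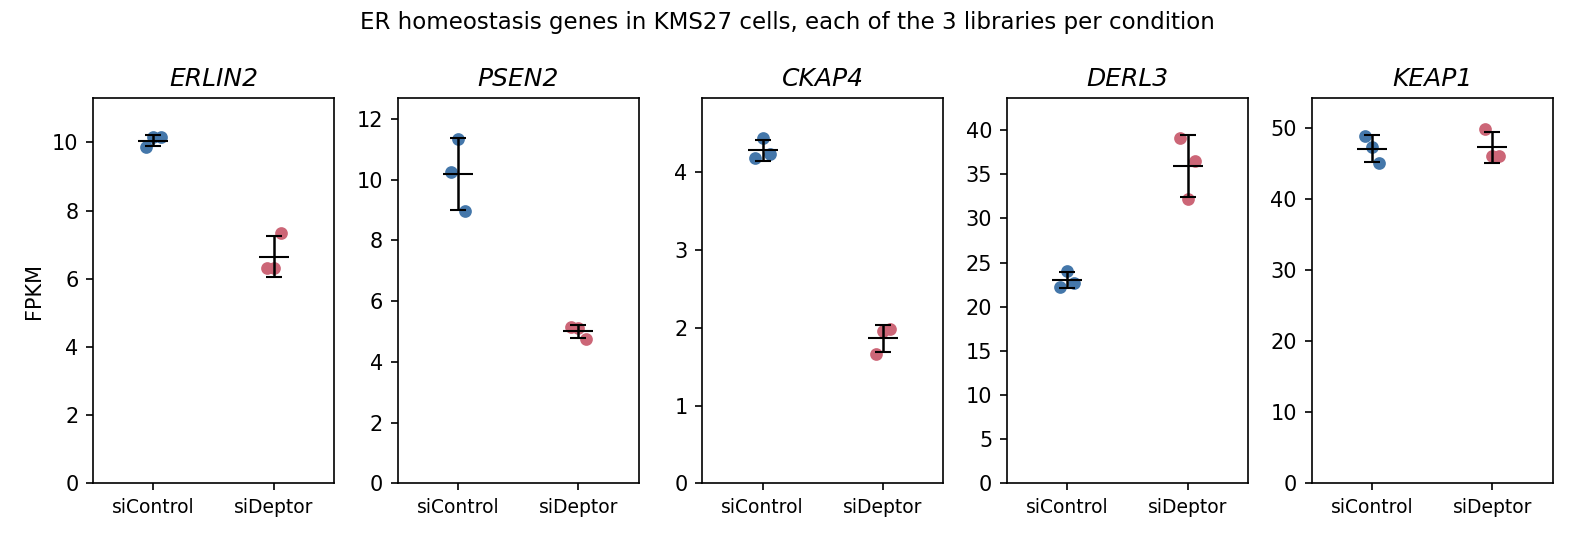
FPKM of 5 ER homeostasis genes in each of the 3 libraries (points) of siControl (blue) and siDeptor (red), with the mean and SD in black. Each panel has its own axis from 0. ERLIN2, PSEN2 and CKAP4 are lower and DERL3 is higher in every siDeptor library, and KEAP1 is at 47.2 and 47.4 FPKM.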

In order to confirm these findings, we conducted a correlation analysis of microarray public data of 550 MM patients [28]. Interestingly, we found that several ER homeostasis genes, such as *ERLIN2, KEAP1, PSEN2* and *DERL3* exhibit a significant correlation with Deptor mRNA expression (Figure 2E) [29]. Furthermore, we performed a Gene Ontology enrichment over all the transcripts significantly correlated with Deptor (Minus Set: 2033 probes, Plus Set: 2144, p value < 0.01) in the Hanamura MM Dataset of R2 [28]. Several significant clusters support of hypothesis of Deptor role in MM, such as endoplasmic reticulum and transcription initiation from RNA polymerase II promoter (Supplementary Table S1).

These data were further validated by quantitative real-time PCR (qRT–PCR) analysis of mRNA from KMS18 and KMS27 cells transfected with siRNA Deptor or siRNA negative control (Figure 3A and 3B). Consistent with these results, western blot analysis from these cells revealed that Deptor depletion produced a significant reduction of ERLIN2, KEAP1, PSEN2 protein levels, with a concomitant increase of DERL3 amounts (Figure 3C) [30–32]. In agreement, ectopic over-expression of Deptor in U266 cells, a MM cell line with low expression of this protein, produced an increase of ERLIN2, KEAP1 and CKAP4 protein levels with a concomitant decrease of DERL3 expression (Supplementary Figure S1A).

**Figure 3:**
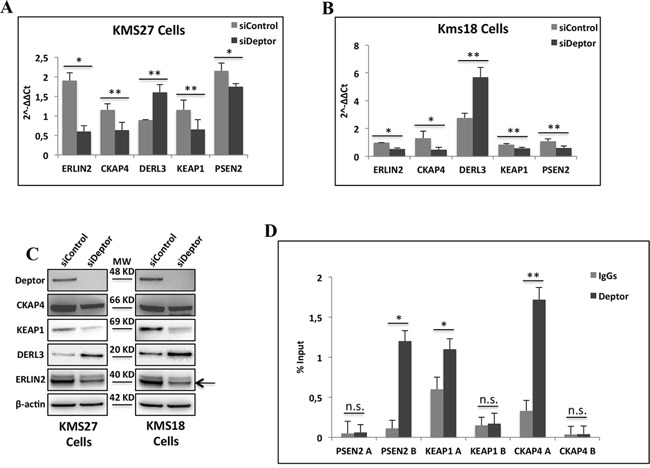
Deptor modulates transcription of genes involved in ER homeostasis **A-B.** Quantitative RT–PCR (qRT–PCR) for ER homeostasis gene expression was performed in KMS27 (A) and KMS18 (B) cells transiently transfected with Stealth siRNA negative control (siControl) or siRNA Deptor (siDeptor). Values were normalized to RPL19 mRNA expression. Error bars represent the standard error of three different experiments. *P = 0.002, **P≤0.03 (A); *P≤0.0002, **P≤0.01 (B). **C.** WB analysis with the indicated Abs of TCEs from KMS27 and KMS18 cells transfected as in A and B. Arrowhead indicates specific ERLIN2 protein band. **D.** ChIP-qPCR analysis of KMS27 cells using anti-Deptor Ab or control IgGs. Primer were designed to amplified two different promoter regions of CKAP4, ERLIN2 and PSEN2. Error bars represent the standard error of three different experiments. n.s., not significant, *P≤0.0004, **P=0.0225.

To verify that the regulation of transcription observed above was a direct effect of Deptor and not via a regulation of the mTORC1 activity, we carried out a quantitative ChIP-qPCR assay in KMS27 cells. This experiment showed the presence of Deptor on specific promoter regions of *PSEN2*, *CKAP4* and *KEAP1* genes (Figure 3D), confirming the direct involvement of Deptor in gene transcription.

### Deptor depletion enhances ER stress in MM cells

Several studies demonstrated that MM cells actively produce and secrete a massive amount of immunoglobulins (Igs) responsible for ER stress in these cells [5, 6]. For this reason, MM cells react with an adaptive response to ER stress, termed Unfolded Protein Response (UPR) [7]. On the basis of the results shown above, we speculated whether Deptor might play an important role in keeping ER stress under control in MM cells. As shown in Figure 4A, Deptor levels raised in response to ER stress induced by treating MM cells with tunicamycin or brefeldin A [33]. Next, we evaluated the effects of Deptor inhibition on ER stress. As shown in Figure 4B, Deptor depletion induced a strong rise in BiP levels, a master regulator of the UPR [8, 34], in both KMS18 and KMS27 cells, indicating UPR induction. Once UPR is induced, BiP dissociates from three important sensors, PERK, ATF6 and IRE1α, activating them accordingly [30, 35–36]. This event triggers a signaling cascade, leading to the activation of several downstream targets, such as ATF4, or XBP1 splicing (XBP1spl) [33]. To confirm that Deptor inhibition is responsible for increased UPR signaling, we carried out experiments depleting Deptor in KMS18 and KMS27 MM cell lines and observed that Deptor inhibition activated PERK and IRE1α signaling, as highlighted by the increase in protein levels of ATF4 and XBP1 mRNA splicing, respectively (Figure 4C and 4D). Consistent with these results, Deptor depletion produced an up-regulation of PDI, a well-known target of XBP1spl (Figure 4C).

**Figure 4:**
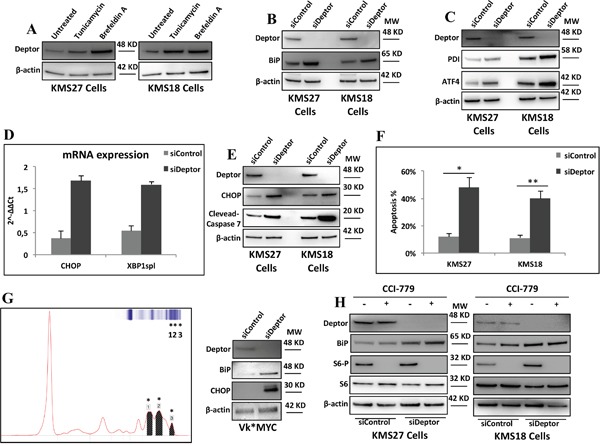
Deptor depletion enhances ER stress in MM cells **A.** WB analysis with the indicated Abs of TCEs from KMS27 and KMS18 cells treated where indicated with tunicamycin (2mg/ml) or brefeldin A (1μg/ml) for 8hrs. **B.** WB analysis with the indicated Abs of TCEs from KMS18 and KMS27 cells transiently transfected with Stealth siRNA negative control (siControl) or siRNA Deptor (siDeptor). **C.** KMS18 and KMS27 cells, transfected as in B, were analyzed by WB with the indicated Abs. **D.** qRT-PCR for XBP1spl and CHOP mRNA expression was performed after transient transfection of KMS27 cells as in B. Values were normalized to RPL19 mRNA expression. Error bars represent the standard error of three different experiments performed in duplicate. P≤0.0001. **E.** KMS27 and KMS18 cells were transfected as in B and then analyzed by WB with the indicated Abs. **F.** KMS18 and KMS27 cells were transfected as in B and after 60 hrs assayed for cell death by trypan blue staining and percentages represent trypan blue-incorporating cells. Data are presented as the mean SD from three independent experiments performed in duplicate. *P=0.0007, **P=0.0433. **G.** Left: representative Serum Protein Electrophoresis (SPEP) performed on a Vk*MYC mouse. Asterisks emphasize M-spikes, hallmark of MM disease, detected in mouse serum. Right: WB analysis with the indicated Abs of TCEs of CD138^+^ neoplastic cells from Vk*MYC mice transiently transfected as in B. **H.** KMS27 cells were transfected as in A and, where indicated, treated with 100nM CCI-779 for 16 hrs and then analyzed by WB using the indicated Abs.

Since MM cells are exceptionally sensitive to apoptosis induced by ER stress,[6] we investigated whether Deptor depletion was able to increase apoptosis. It is for this purpose we measured the induction of CHOP, an effector of ER stress induced apoptosis, in MM cells depleted, or not, for Deptor expression. Both mRNA and protein levels of CHOP were increased after silencing of Deptor (Figure 4D and 4E). Consistent with these findings, Deptor depletion led to elevated apoptosis rate in KMS27 and KMS18 cells (Figure 4F).

To further confirm these results, we isolated CD138+ MM cells from Vk*Myc mice [22] exhibiting advanced MM disease (Figure 4G), and transfected them with siDeptor or siControl oligos. As shown in Figure 4G, western blot analysis of TCEs from these mice confirmed that Deptor depletion induces an increase in BiP and CHOP protein levels, indicating ER stress.

Previously, it has been demonstrated that overexpression of Deptor inhibits mTORC1 activities promoting MM survival [13]. Based on this evidence, we wondered whether Deptor depletion induced apoptosis by activating mTORC1, subsequently leading to Akt inhibition. To assess the relevance of this mechanism, we treated Deptor-depleted and control MM cells with the mTORC1 inhibitor, CCI-779. As shown in Figure 4H, CCI-779 treatment did not have a significant effect on BiP increase induced by Deptor depletion, thus indicating that Deptor activity on mTORC1 is not required for maintaining ER homeostasis.

All together, these results indicate that Deptor expression is required for maintaining ER homeostasis in MM cells.

### Deptor sensitizes MM cells to bortezomib treatment

The overall treatment of MM patients has been significantly improved by proteasome inhibitors (PIs),[12] which activate cell apoptosis through different mechanisms [37]. Currently, the single most important class of anti-myeloma therapeutics is the PI, such as bortezomib (Bz). Many studies have demonstrated that Bz treatment rapidly activates PERK, which, in turn, phosphorylates eIF2α. This event leads to a general decrease of *de novo* protein synthesis and an increase in ATF4 translation, followed by CHOP expression which drives the cells into apoptosis [6]. In agreement with these observations, we observed an increase of Deptor levels in response to Bz treatment in MM cell lines (Figure 5A). Therefore, to verify whether Deptor silencing was able to enhance the pro-apoptotic effect of this drug, we treated KMS27 cells depleted or not for the Deptor expression with Bz at different times. As shown in Figure 5B, Bz led to an increase of CHOP expression which was further enhanced upon Deptor depletion. Accordingly, Deptor depletion increased also the Bz-induced apoptosis (Figure 5C). To further confirm these results, we treated various MM cell lines expressing different levels of Deptor with Bz. As shown in Figure 5D MM cells with lower levels of Deptor expression showed greater sensitivity to Bz treatments. Consistent with these findings, U266 cells over-expressing Deptor exhibited a strong reduction of apoptosis induced by Bz, indicating that Deptor expression can contribute to protect MM cells against cell death (Supplementary Figure S1B).

**Figure 5:**
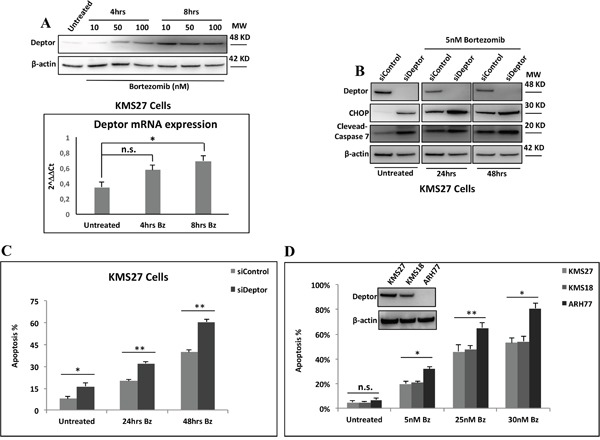
Deptor sensitizes MM cells to Bz treatment **A.** Top: WB analysis with the indicated Abs of TCEs from KMS27 cells treated or not with different concentrations of Bz for 4hrs and 8hrs. Bottom: qRT-PCR for Deptor mRNA expression of KMS27 cells treated as in A. Values were normalized to RPL19 mRNA expression. Error bars represent the standard error of three different experiments performed in duplicate. n.s., not significant, *P<0.03. **B.** WB analysis with the indicated Abs of TCEs from KMS27 cells transfected with Stealth siRNA negative control (siControl) or siRNA Deptor (siDeptor) and after 24hrs treated or not with 5nM Bz for further 24 and 48hrs. **C.** Cell death detection of KMS27 cells treated like in B and assayed by trypan blue staining. Percentages represent trypan blue-incorporating cells. Data are presented as the mean SD from three independent experiments performed in duplicate. *P=0.0433, **P≤0.01. **D.** MM cells overexpressing (KMS27 and KMS18) or lacking (ARH77) of Deptor expression were treated with the indicated concentrations of Bz for 48hrs and cell death was assayed by trypan blue staining. Percentages represent trypan blue-incorporating cells. Data are presented as the mean SD from three independent experiments performed in duplicate. n.s., not significant, *P≤0.01, **P≤0.03.

Taken together these data suggest that MM cells can be sensitized to PIs in combination with Deptor silencing and thereby enhancing the expression of terminal UPR components.

## DISCUSSION

Deptor is an important factor involved in controlling mTOR activity. Indeed, this protein is a negative regulator of the mTORC1 and mTORC2 signaling pathways by inhibiting the kinase activity of both complexes [13]. High levels of Deptor, in MM cells, sustain mTORC2 and Akt activity,[13] thereby promoting cell growth, survival, adipogenesis and metabolic switch [13, 38, 39].

In this study we provide evidence of a novel role for Deptor as a regulator of ER homeostasis in MM cells. Indeed, here we describe Deptor as a nuclear protein and it is found to bind DNA and regulate transcription. In particular, we show that Deptor modulates the expression of several genes, regulating important pathways in MM cells such as ER homeostasis, protein transport and proteasome complex. Consistent with these results, in these cells Deptor depletion increases ER stress response and induces apoptosis. In addition, we demonstrate that Deptor protein levels correlate with Bz resistance in MM cells and vice versa that inhibition of Deptor expression sensitizes these cells to this drug.

A relevant finding of this study is the identification of the nuclear localization of Deptor (Figure 1). This feature was observed in MM patients-primary cells as well as in cell lines, and a significant amount of Deptor was found to be associated with chromatin. Interestingly, nuclear Deptor was also observed in several other cell lines, such as human HCT116, HeLa and human embryonic kidney (HEK) 293 cells (data not shown). A nuclear localization of mTOR was extensively described [40, 41]. In particular, this kinase was found to interact with TFIIIC and to be recruited, together with Raptor, to tRNA and 5S rRNA genes [42–44]. Therefore, it is conceivable that Deptor could be recruited into the nucleus through its direct interaction with mTOR. However, our findings indicate that Deptor is able to regulate mRNA transcription, suggesting a new role for this protein in addition to its ability to inhibit mTOR. Further experiments will better characterize the mechanisms by which Deptor is present in the nucleus.

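The genes that rose and fell most were taken from those that the authors called and that had a mean of at least 1 FPKM in either condition. TMEM45A on chromosome 3 (100211463 to 100296288, plus strand of hg19) rose from 2.49 ± 0.365 to 10.3 ± 0.940 FPKM (SD, n = 3 libraries each; log2 change 1.70, limma adjusted p = 6.8e-05). GPRC5D, TMEM64 and GRB10 followed, with log2 changes of 1.23, 1.10 and 1.10 and limma adjusted p of 0.00020, 2.7e-05 and 0.00015. NSF ranked above them in the table, but its values were at or near 0 in all siControl libraries (0.0342, 5.0e-08 and 0.0266 FPKM) against 12.7, 11.9 and 12.4 FPKM in the siDeptor libraries. The NSF transcript in the authors' deposited table went from 19.1 to 13.5 FPKM, a log2 fold change of -0.49. A pseudogene of NSF, NSFP1, lies on the same chromosome, so the value of NSF is uncertain.
After DEPTOR, the largest fall was that of PBXIP1 on chromosome 1 (154916552 to 154928599, minus strand), from 42.6 ± 1.30 to 8.53 ± 0.919 FPKM (SD, n = 3 libraries each; log2 change -2.19, limma adjusted p = 9.9e-06). RN45S, HIST2H3D and TPGS1 came next, with log2 changes of -2.03, -2.02 and -1.97. The limma adjusted p was 0.095 for RN45S and 0.073 for TPGS1, so their falls could not be told from the spread between libraries, and it was 0.031 for HIST2H3D. TPGS1 was at 12.0, 1.08 and 7.40 FPKM in the 3 siControl libraries and between 0.710 and 1.14 FPKM after siDeptor, so siControl library 2 lay with the siDeptor libraries. RN45S is the precursor of ribosomal RNA, which the library preparation depletes. Without siControl library 2, RN45S and TPGS1 were called, with changes of the log2 means of -2.59 and -2.40. HIST2H3D was no longer called when all genes were tested, or when siControl library 1 or 3 or siDeptor library 2 or 3 was left out, with changes of the log2 means between -1.93 and -1.56.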

An RNA-seq analysis showed that several genes are significantly modulated by Deptor depletion in KMS27 cells (Figure 2). These findings identify this protein as an important regulator of transcription. Moreover, ChIP experiments confirmed the presence of Deptor onto the promoter of several genes modulated by its inhibition (Figure 3D). At this time it is not clear whether Deptor has the capacity to directly bind the DNA or if its activity is mediated by an interaction with some factors of the transcriptional apparatus like it has already been shown for mTOR. The Gene Onthology analysis of differentially expressed genes revealed that Deptor regulates several pathways involved in protein processing and in their localization (Figure 2C). In particular, Deptor was found to exert an important role in ER homeostasis, regulating many genes involved in this pathway, such as ERLIN2, PSEN2 and KEAP1 (Figure 2D). 

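The authors' deposited table calls 2 KEAP1 transcripts in opposite directions. NM_012289 was at 24.0 ± 4.03 FPKM in siControl and 35.9 ± 5.02 FPKM in siDeptor (SD, n = 3 libraries each), with a log2 fold change of 0.58 and a q value of 0.0011 in the authors' deposited table. NM_203500 was at 15.8 ± 1.05 FPKM in siControl and 4.64 ± 2.41 FPKM in siDeptor (SD, n = 3 libraries each), with a log2 fold change of -1.77 and a q value of 0.029 in the authors' deposited table. The share of NM_203500 in the sum of both transcripts went from 39.7% to 11.4%. The sum itself was 39.8 FPKM in siControl and 40.6 FPKM in siDeptor, a log2 ratio of 0.029. The log2 change of the KEAP1 gene was 0.0060, with a standard error of 0.046. It stayed between -0.031 and 0.033 with each library left out, and reached 0.090, past the limma threshold, when a trend with GC content was removed.
KEAP1 lies on the minus strand of chromosome 19 (10596801 to 10614234 of hg19). The GENCODE annotation holds 2 transcripts of KEAP1 with 6 exons, and both share the coding region from 10597331 to 10610709. They differ in the untranslated first exon, which spans 10613917 to 10614032 in ENST00000171111 and 10613373 to 10613572 in ENST00000393623. The annotation used here does not pair these transcripts with the RefSeq identifiers of the authors' table. Fragments from the 5 shared exons have to be divided between the transcripts by estimation. The ERLIN2 and PSEN2 genes fell as their called transcripts did, NM_007175 by 0.76 and NM_000447 by 1.25 on the log2 scale of the authors' deposited table.

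**Figure D3:**
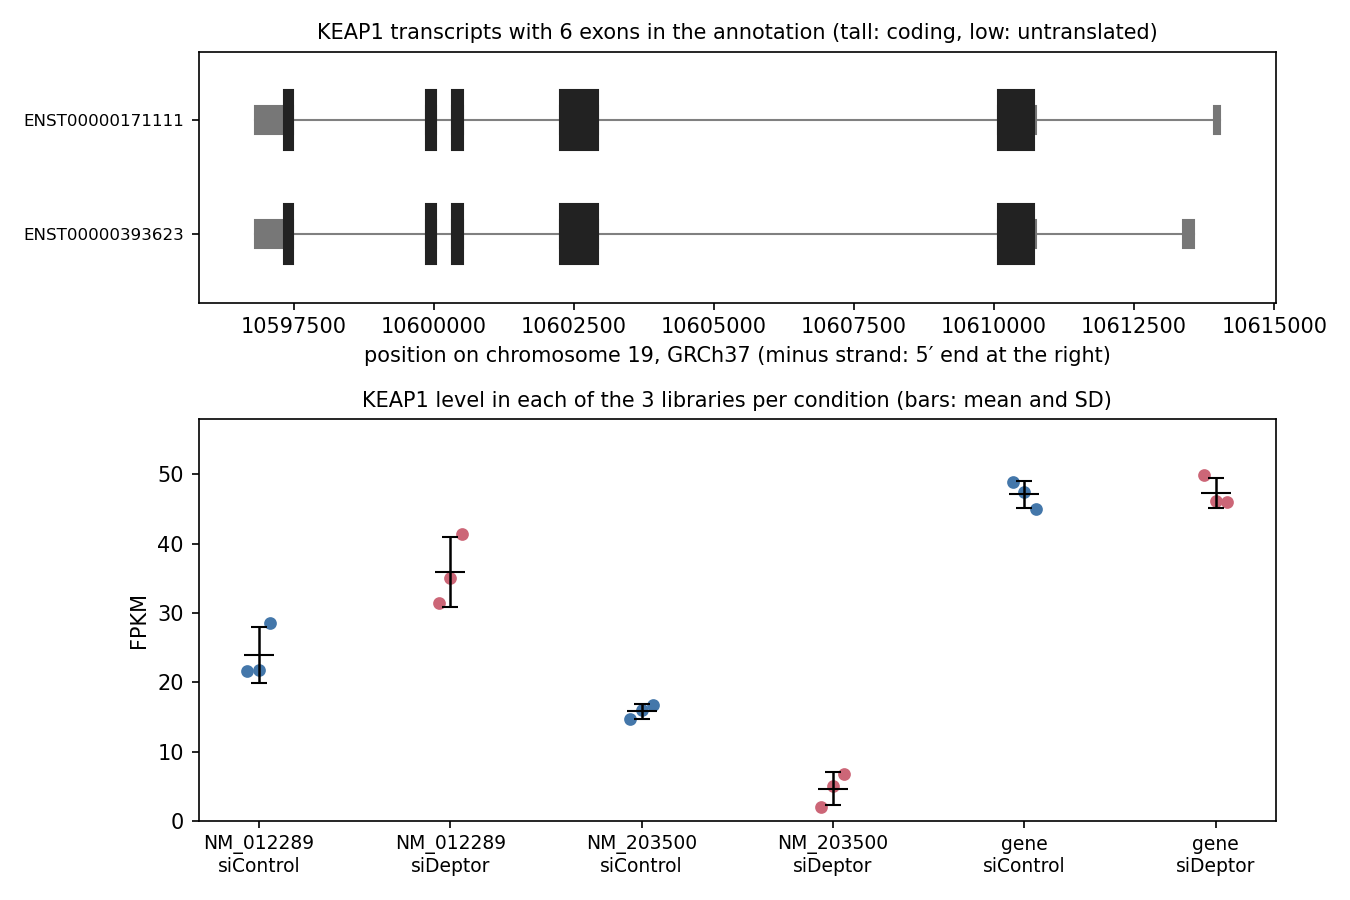
Top, exons of the KEAP1 transcripts with 6 exons on chromosome 19 of GRCh37, drawn to scale, with coding sequence as tall boxes and untranslated sequence as low boxes. Bottom, FPKM of the 2 called transcripts and of the gene in each of the 3 libraries (points) of siControl (blue) and siDeptor (red), with the mean and SD in black. NM_012289 is higher and NM_203500 is lower in every siDeptor library, and the gene values overlap.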

In agreement with these findings, we revealed a significant expression correlation between Deptor and several of its targets analyzing a database with 559 MM patients (Figure 2E) [28]. The relevance of the role played by Deptor in ER homeostasis was also confirmed by the evidence that Deptor depletion up-regulates DERLIN-3, a transmembrane protein involved in UPR-induced ERAD (ER associated degradation) by forming a channel that allows the retrotrascription of un-/misfolded proteins from the ER lumen to the cytosol [31]. Moreover, Deptor inhibition induced the release of BiP from ER stress sensors, such as PERK and IRE1α, leading to increased expression of ATF4, CHOP and XBP1spl, and to apoptosis activation (Figure 4).

MM cells are characterized by a high demand on the protein synthesis machinery to produce and secrete huge amounts of immunoglobulins. This phenomenon inevitably results in high levels of ER stress rendering these cells more susceptible to apoptosis [5, 6]. Therefore, in order to survive, MM cells need to reduce the loading on the ER by activating UPR signaling and by inducing genes involved in ER homeostasis [10]. Here, we demonstrate that Deptor, which is highly overexpressed in MM, is a crucial regulator of homeostasis, inhibiting thereby ER stress induced apoptosis. A tissue-specific RNA expression pattern analysis revealed high levels of Deptor in skeletal muscle, thyroid, adrenal and salivary glands,[45] all tissues where the endoplasmic reticulum plays a prominent role in the regulation of both muscle contraction and protein secretion, thus reinforcing the notion that Deptor is required for the regulation of ER functions.

It has been demonstrated that ER stress is often coupled with mTORC1 activation, suppression of Akt activity and induction of apoptosis [46]. On the basis of these observations, it is therefore possible to support the hypothesis of a dual coordinate function of Deptor adapted to control mTOR activity in MM cells.

Autophagy is another important pathway that protects MM cells against ER stress [47]. Previous studies have reported that Deptor induces autophagy by suppressing mTOR activity in response to stress [48, 49] and, in the absence of Deptor, a decrease of the autophagy pathway occurs, leading to a greater MM cell death rate [19]. Also in this case, the control of the endoplasmic reticulum homeostasis by Deptor can contribute in maintaining the levels of autophagy and therefore inhibit the activation of apoptosis.

Bz, one of the major drugs used for the treatment of MM, is a proteasome inhibitor that is able to activate several components of UPR [6, 50]. In agreement with previous results,[48] we observed that MM cell lines, expressing low levels of Deptor, exhibited more sensitivity to Bz than those bearing high Deptor expression (Figure 5D). Consistent with these data, Deptor depletion significantly increases the sensitivity of KMS27 and KMS18 cells to Bz, unlike its over-expression in U266 cells protects against Bz activity (Figures 5A, 5B and S1B). Together, these findings identify a new role for Deptor in MM survival and suggest Deptor as a new molecular target to improve the outcome of therapy preventing relapse and resistance in MM.

## MATERIALS AND METHODS

### Multiple myeloma-derived cells, transfection and reagents

Multiple myeloma (MM) patient samples were collected as part of routine clinical examination and plasma cells were enriched as described in Desantis et al [19].

KMS18, KMS27, RPMI8226, U266 and ARH77 human MM cell lines were grown as previously described [19]. Transfections were carried out by Lipofectamine 3000 (Life Technologies) following the manufacturer's instructions. The plasmid pRK5 human Flag-Deptor was purchased from Addgene (ID 21334). The reagents used were: the mTOR inhibitor CCI-779 (Chemocare); Doxycycline (Sigma); the proteasome inhibitor Bortezomib/Velcade (Janssen); tunicamycin and brefeldin A (Sigma).

### Total cell extracts, nuclear extracts and chromatin isolation

Whole cell extracts were prepared as previously described [20]. The cytoplasmic and nuclear extracts were obtained from KMS18, KMS27, and ARH77 cells as described in Sorino et al [21].

Chromatin isolation was performed by resuspending cells in buffer A (10 mM HEPES pH 7.9, 10 mM KCl, 1.5 mM MgCl_2_, 0.34 M sucrose, 10% glycerol). NP-40 (0,05%) was added and the cells were incubated for 2 min on ice. Nuclei were collected by low-speed centrifugation for 5 min at 4°C and washed once in buffer A and then lysed in buffer B (3 mM EDTA, 0.2 mM EGTA, 1 mM DTT). Insoluble chromatin was collected by centrifugation for 4 min at 4°C and washed once in buffer B. The final chromatin pellet was resuspended in chromatin extraction buffer (500mM NaCl, 50mM Tris-HCl pH 7.5; 1.5 mM MgCl_2_; 0,5% Nonidet P-40) and sonicated for 20 sec, to release chromatin-bound proteins.

### Antibodies and western blot analysis

The rabbit polyclonal antibodies used were: Deptor (Upstate/Millipore, 09-463) I.F. 1:100; ERLIN2 (Sigma) WB 1:100; BiP (Cell Signaling, clone C50B12, #9956) WB 1:1000; PDI (Cell Signaling, clone C81H6, #9956) WB 1:1000; DERL3 (GeneTex, N3C2) WB 1: 1000; CKAP4 (GeneTex, N3C3) WB 1:1000; KEAP1 (Santa Cruz Biotechnology, clone E-20, sc-15246) WB 1:500; S6 p-S235/236 (Cell Signaling, #4858, clone D57.2.2E) WB 1:1000; Histone H3 (Abcam, clone ab1791) WB 1:1000; Cleaved caspase 7 (Cell Signaling, #9491) WB 1:1000; ATF4 (Santa Cruz Biotechnology, clone C-20, sc-200) WB 1:100. Mouse monoclonal antibodies: Deptor (Santa Cruz Biotechnology, clone A-3, sc-398169) WB 1:1000; β-actin (Sigma, clone AC-15, A5441) WB 1:10000; CHOP/GADD153 (Proteintech, clone 4D5A9) WB 1:500; S6 (Cell Signaling, clone 54D2) WB 1:1000; α-Tubulin (Calbiochem, clone DM1A) WB 1:1000; Flag (Sigma, clone M2, F1804) WB 1:1000. Secondary antibodies used were goat anti-mouse and goat anti-rabbit, conjugated to horseradish peroxidase (Biorad). Immunostained bands were detected by the chemiluminescent method (Pierce) and the images were acquired using Alliance system by UVITECH, Cambridge.

### Vk*MYC mice

Bone marrow samples were collected from Vk*MYC mice (kindly provided by M. Chesi, Mayo Clinic Arizona)[22] and enriched for plasma cells by magnetic cell separation using a mouse CD138 positive selection kit (Miltenyi-Biotec-Germany) and Macs Separator (Macs Miltenyi-Biotec-Germany). All procedures involving animals and their care were conducted in accordance with institutional guidelines and regulations [23].

### Cell death detection

KMS27, KMS18 and ARH77 cells were plated on 35 mm plates and treated with different concentrations of bortezomib. After 24 and 48 hrs, cell death was assayed by trypan blue staining. The percentages represent trypan blue-incorporating cells. Data are presented as the mean ±SD from three independent experiments performed in duplicate.

### Immunofluorescence

Immunofluorescence analysis with Deptor antibody in MM cell lines and in MM patient samples was performed as described in Desantis et al [19]. Primary antibody was used for immunostaining, followed by Alexa-Fluor-594-conjugated and Alexa-Fluor-488-conjugated anti-rabbit IgG (Life Technologies). Nuclei were visualized by staining with 1 μg/ml Hoechst dye 33258 (Sigma). Immunofluorescence images were acquired by using an Axioskop 2 plus microscope (Zeiss) equipped with 63X oil immersion objective and fluorescence signals were analyzed by using a CCD camera (Zeiss, Oberkochen, Germany).

### Chromatin immunoprecipitation assays (ChIP)

Chromatin immunoprecipitation assays in KMS27 cells were performed as previously described [24] by using an anti-Deptor antibody. Immunoprecipitations with no specific immunoglobulins (Santa Cruz) were performed as negative control. For quantitative ChIP analysis (ChIP-qPCR) 1μl of purified DNA was used for amplification on an Applied Biosystems 7500 Fast Real Time PCR system (Applied Biosystem SYBR GREEN).

The following promoter-specific primers were employed in PCR amplifications:

**Table:** 

CKAP4 A forward	5′-CAACACAACCCGAACTCAGC-3′
CKAP4 A reverse	5′-CTTTGGGGGCAGAAAGACCT-3′
CKAP4 B forward	5′-CAAGGTCTTTCTGCCCCCAAAG-3′
CKAP4 B reverse	5′-AAGCAACTTGCCCACTCACT-3′
PSEN2 A forward	5′-CCAAATCCTGGAACCACA-3′
PSEN2 A reverse	5′-GTCGGAACTAAGCGACGACC-3′
PSEN2 B forward	5′-CTCAACCTACCCCACAGACC-3′
PSEN2 B reverse	5′-GGCGGTAGGACATAGGCTTCG-3′
KEAP1 A forward	5′-AATTTTCCCTAGATCCTGCGGC-3′
KEAP1 A reverse	5′-GAAAGGAGCGGCGATTCTC-3′
KEAP1 B forward	5′-GATCGCTTGAGGCCAGGAGC-3′
KEAP1 B reverse	5′- GAAAGGAGCGGCGATTCTC-3′

### siRNA

Experiments of Deptor siRNA-mediated interference were performed by transfecting a specific pool of double-stranded RNA oligonucleotides (siDeptor) (Stealth, Life Technologies) using Lipofectamine 3000 (Life Technologies). Stealth siRNA negative control oligos (siControl) were purchased from Life Technologies.

### RNA isolation and quantitative RT-PCR analysis

KMS27 and KMS18 cell lines were harvested 60 hrs after transfection with siDeptor or siRNA negative control and total RNA isolated as described in Desantis et al [19]. The first-strand cDNA was synthesized with random primers and M-MLV reverse transcriptase (Life Technologies). The cDNA was used for quantitative real-time PCR (qRT-PCR) experiments as previously described [25]. ΔΔCt values were normalized with those obtained from the amplification of the endogenous RPL19 gene. Data are presented as the mean ±SD from three independent experiments performed in duplicate.

The following human specific primers were employed in PCR amplifications:

**Table:** 

CHOP forward	5′-CTGCCTTTCACCTTGGAGAC-3′
CHOP reverse	5′-CGTTTCCTGGGGATGAGATA-3′
XBP1S forward	5′-GAGTCCGCAGCAGGTG-3′
XBP1S reverse	5′-GTGTCAGAGTCCATGGGA-3′
KEAP1 forward	5′-CGTGGCTGTCCTCAATCGT-3′
KEAP1 reverse	5′-CCCCCAGCAGCATAGATACAGT-3′
ERLIN2 forward	5′-TTCAAGCTGTGCGGGTAACA-3′
ERLIN2 reverse	5′-CCACCTGGGCCACTTTTTCT-3′
CKAP4 forward	5′-AGTGAGGTCAGCCGGATCAG-3′
CKAP4 reverse	5′-GATGGCGATGTTGTCGTTGA-3′
PSEN2 forward	5′-CTGCCCAGGAGAGAAATGAG-3′
PSEN2 reverse	5′-CAGTCAAGGGAGGCTCAAAG-3′
DERL3 forward	5′-TGGAGCCCTGTCCAG-3′
DERL3 reverse	5′-GCCGAAGAAGTTGAC-3′
RPL19 forward	5′-CGGAAGGGCAGGCACAT-3′
RPL19 reverse	5′-GGCGCAAAATCCTCATTCTC-3′

### RNA-sequencing

After transfection with siDeptor or siRNA negative control using Lipofectamine 3000 (Life Technologies), total RNA was extracted from KMS27 cells using Qiazol (Invitrogen), purified from genomic DNA contamination through a DNase I (Qiagen) digestion step and further enriched by Qiagen RNeasy columns for gene expression profiling (Qiagen). Quantity and integrity of the extracted RNA were assessed by NanoDrop Spectrophotometer (NanoDrop Technologies) and by Agilent 2100 Bioanalyzer (Agilent Technologies), respectively. RNA libraries for sequencing were generated in triplicate according to the Illumina TruSeq Stranded Total RNA kit with an initial ribosomal depletion step using Ribo Zero Gold (Illumina, Inc., San Diego, CA, US). Starting material was 500 ng of total RNA. The libraries were quantified by qPCR and sequenced in paired-end mode (2x75 bp) with the Genome Analyzer IIx (Illumina, Inc., San Diego, CA, US). For each sample generated by the Illumina platform, a pre-process step for quality control was performed to assess sequence data quality and to discard low quality reads.

### Bioinformatic analysis

The analysis were performed exploiting the RNA-seq analysis workflow RAP,[26] that comprises read mapping, transcript assembly and abundancy estimation followed by transcript-based differential expression via the Tuxedo suite [27]. Paired-end reads were mapped to the human genome assembly hg19 with TopHat and further analyzed by the Cufflinks-Cuffdiff pipeline to identify differentially expressed transcripts. We ran the pipeline without novel transcript discovery.

Raw data (FASTQ sequences) have been submitted to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database under the project GSE79820 (submitter M. Pallocca).

### Statistical analysis

Statistical analyzes were performed by using the Student two-tailed t-test to compare *in vitro* experiments. All statistical tests were carried out using GraphPad Prism version 5.0 for Windows, Graphpad Software, San Diego California USA (www.graphpad.com). Probability value of <0,05 was considered statistically significant.

## SUPPLEMENTARY FIGURE AND TABLE

How the deposited data were processed for this re-analysis (not part of the article)

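RNA of KMS27 cells transfected with siControl or siDeptor was sequenced, with 3 libraries per condition. The sample labels give 1 sample per condition and the paper gives libraries in triplicate, so each condition was taken as 1 transfected culture with 3 repeat libraries. The authors mapped paired-end reads to hg19 with TopHat, estimated transcript abundance with Cufflinks and compared the conditions with Cuffdiff, within the RAP workflow. The paper's text gives no versions of these tools. The deposited table of expression holds FPKM values that the authors estimated with Cufflinks for each gene and library, and no scaling between libraries is stated for it. In the authors' deposited table of called transcripts, the FPKM of a condition is the mean of 3 library values, and the library values carry no numbers. The authors' deposited log2 values are ratios of the siDeptor over the siControl FPKM without a pseudocount, which was checked from the FPKM columns. The p-values and q-values in the authors' deposited table are those of Cuffdiff, and only called transcripts are listed.

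The values computed here from the FPKM table are log2 changes of the condition means with a pseudocount of 1 FPKM, for genes with a mean of at least 1 FPKM in either condition. Library sets were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on log2(FPKM + 1), with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. No replicate block was used. The test compares 3 libraries with 3 libraries and not replicate transfections. In simulated data with the spread of the real libraries, limma called 97 of 100 genes with a planted log2 change of 1, 86 of 100 with a planted change of 0.5, and 5 of 11185 genes without one. Changes were planted only in genes with a mean log2(FPKM + 1) above 3, so recovery among genes of lower expression was not simulated. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. No count model was used, because FPKM values are not counts.

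The depth per library is unknown, since FPKM values hold no fragment counts. Values of genes with few fragments pile up at 1 ratio between 2 libraries, which reflects their relative depth. On the log2 scale this ratio ran from -0.45 for siControl library 3 over siDeptor library 1 to 0.35 for siControl library 1 over siControl library 3. By this measure siControl library 3 was the deepest.

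The median log2 change of each gene list was set against 10000 random lists of the same size, drawn from the same 10 bins of mean expression. The lists were the ER genes of Fig. 2D and the genes, UPR genes and mTOR pathway genes that the paper names. Others held targets of ATF6 and XBP1, of PERK and ATF4, of SREBP and of p53. Further lists were proteasome genes, interferon-stimulated genes, G2/M cell cycle genes, glycolysis and hypoxia genes, and autophagy and lysosome genes. The last were plasma cell genes, histone genes, ribosomal protein genes and protein transport families. In simulated lists of 40 genes, 40 of 40 lists shifted by 0.3 on the log2 scale, 38 of 40 shifted by 0.2, 14 of 40 shifted by 0.1 and 1 of 40 unshifted lists lay above the 97.5th percentile. The pattern for mitochondrially encoded genes matched no gene in the table, and that for immunoglobulin genes matched only IGHMBP2, which is not an immunoglobulin gene, so neither list is discussed. The genes named in the text are those the paper names for RNA or protein in these results, the readable genes of Fig. 2D, the 5 largest rises and the 5 largest falls among called genes, and the 3 largest changes in each direction of a list that is discussed. Genes with values of 0 beside high values, and genes that are discussed for other reasons, were named after their values were seen. The result of 1 gene that this rule names is not reported here, although counts over genes and lists include it.

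Words of 7 bases in 3′ UTRs were scored for their association with lower or higher values after siDeptor. The GENCODE annotation of hg19 gave 1 transcript for each of 10438 genes, and 15603 words found in at least 100 of the UTRs were scored, with adjustment for the length and GC content of the UTR and the transcript. The lowest and the highest score of any word in 1000 shuffled gene orders were the limits. In simulated data a planted word, or a word sharing 6 bases with it, scored lowest in 19 of 20 runs.

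The limma and list comparisons, their thresholds, the gene lists and most alternatives were chosen before the data were examined. The tests of words in 3′ UTRs and of other explanations were added later. So were the counts of log2 changes of at least 1 either way with each library left out. The protein transport families, the removal of trends with GC content or transcript length, the restriction to annotated genes, the removal of 30 genes listed at or near 0 (under 1e-06 FPKM) in at least 1 library and at 10 FPKM or more in another, quantile normalization for the list medians, and the removal of genes that are in both the PERK and ATF4 list and the p53 list were added after seeing the data. The alternatives were a pseudocount of 0.1, all genes or genes of at least 5 FPKM, a log2 threshold of 0.58, centring on the median, a q threshold of 0.01, random lists without matching, other members of a list, quantile normalization, the library number as a block, and each library left out in turn. No gene symbol occurred more than once in the table, so the choice between summed and single values had no effect. Immunoblots, qRT-PCR, ChIP and patient data of the paper were not analysed here, nor were Gene Ontology terms.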

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

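Both tests of the spike-in ratios were chosen only after the ratios had been seen. The authors' deposited table of called transcripts holds 48 synthetic spike-in RNAs, which the paper's text does not mention, and which were taken up here because they lie outside the transcripts that the paper discusses. Of these, 30 were at 10 FPKM or more in both conditions, 23 higher and 7 lower after siDeptor. Their log2 ratios fell into 4 groups, with medians of -1.65 (7 spike-ins), 0.34 (7 spike-ins), 0.95 (8 spike-ins) and 1.38 (8 spike-ins), and with SDs of 0.059 to 0.080 within a group. The ratios spanned 3.21 on the log2 scale, while a single spike-in varied by 0.222 (median) between libraries, which argues against 1 mix added at 1 amount to each condition. A candidate explanation is that siControl and siDeptor RNA received 2 mixes of different proportions. In a commonly sold pair of mixes, the amounts in one are 0.25, 1, 1.5 and 2 times those in the other. These proportions are general knowledge and not a statement of the paper. After 1 shared shift of 0.36 on the log2 scale, the largest distance of a group's median from these proportions was 0.018, while the standard errors of the medians were 0.028 to 0.035. The group at 0.34 holds called spike-ins only, and those nearer to 0 could be missing from it, which would raise its median. Without that group, the largest distance was 0.013. The proportions were chosen after the groups had been seen, so the distances do not establish them. A shared shift would follow from more spike-in RNA relative to cellular RNA in the siDeptor libraries. The paper gives 1 amount of total RNA as starting material. Whether the volume of spike-in added or the share of RNA left after ribosomal depletion differed was not tested. Spike-ins do not come from the cells, and no biological explanation was tested. The called spike-ins came to 22954 FPKM in siControl and 32459 FPKM in siDeptor. The table holds called transcripts only, so these sums are not the amounts added, and no scaling to spike-ins was run. The spike-ins are part of the number of transcripts that the authors' table counts as up or down, and they do not enter the gene values given here.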

How the results depend on the processing

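The DEPTOR change kept its direction and size under all alternatives run, from -2.96 with a pseudocount of 0.1 to -2.89 without siDeptor library 2. The share of the authors' called genes with the same direction in the FPKM table stayed between 99.45% and 99.64%. Genes called by limma numbered 4289, and between 3105 (without siDeptor library 3) and 4553 (trend with GC content removed) under the alternatives. Quantile normalization gave 2415 genes higher and 1943 lower, against 2077 and 2212 without it. The counts of genes with a log2 change of at least 1 or of -1 or less, 16 and 55, became 29 and 122 with a pseudocount of 0.1, which gives weight to genes of low FPKM, and 113 and 293 with the threshold at 0.58, which admits smaller changes. With each library left out, an alternative added later for these counts, they ran from 13 to 22 and from 42 to 75.

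The limma fit with the library number as a replicate block called 4167 genes, 3787 of them shared with the fit without a block. Libraries with the same number did not deviate together (correlations of -0.094, -0.019 and -0.182), so the numbers do not pair the libraries. Among the named genes reported here, OAS2 was not called with the block and JSRP1, MVD, NECAB3 and RPS28 were, and it changed no other call of these genes.

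At q under 0.01 the genes called by the authors fell from 1825 to 1135, because fewer transcripts pass. The authors' calls then included 1 of the UPR genes the paper names (from 2) and 13 targets of ATF6 and XBP1 (from 23). They included 5 targets of PERK and ATF4 (from 9), 9 proteasome genes (from 17) and 4 SREBP targets (from 10). Also included were 3 interferon-stimulated genes (from 5), 2 p53 targets (from 4) and 1 G2/M gene (from 4). The rest were 11 histone genes (from 17), 1 ribosomal protein gene (from 4) and 29 transport genes (from 46).

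The median of the ER genes of Fig. 2D, -0.074, has no stable direction. It was positive with all genes, 0.11, with genes of at least 5 FPKM, 0.22, and with the members that the paper names left out, 0.22, and it was -0.14 with a pseudocount of 0.1, -0.15 with uncertain labels added and -0.0027 after removal of a trend with GC content. As many of these genes rose as fell, 15 each. The filters and lists change the members, and the cause of the other shifts was not tested. The median of the genes in the paper's RNA-seq text, with KEAP1 and DEPTOR among them, moved from -0.71 to -0.80 with a pseudocount of 0.1 and to -0.53 with genes of at least 5 FPKM, which leaves out CKAP4. The mTOR pathway genes moved from -0.12 to -0.039 after removal of the GC trend, which was added after seeing the data, and the cause was not tested. Under quantile normalization, the plasma cell genes moved from 0.071 to 0.11 and the transport genes from 0.012 to 0.034, and the cause was not tested.

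The median of the PERK and ATF4 targets, -0.10, stayed negative, at -0.089 after centring, -0.081 with all genes, -0.077 with genes of at least 5 FPKM, -0.080 with quantile normalization and -0.060 after removal of the GC trend, and from -0.12 (without siDeptor library 3) to -0.077 (without siControl library 3) with each library left out. Other members or a shift of all genes account for the first 3 values, and the cause of the others was not tested. Without the 4 genes that are also in the p53 list, which all fell, it was -0.049, and the p53 targets without them moved from -0.20 to -0.11. Medians near 0 depended on single libraries and on members. The ribosomal protein genes had -0.0023 without siControl library 1 and 0.029 without siDeptor library 1, and the UPR genes the paper names, at 0.017, had -0.0092 without siDeptor library 2 and 0.054 without siDeptor library 1. The glycolysis genes fell from 0.073 to 0.048 without siControl library 1, the plasma cell genes to 0.046 without siDeptor library 2, the autophagy genes from 0.027 to 0.012 without siDeptor library 2, and the interferon-stimulated genes went from -0.038 to -0.022 without siControl library 1 and to 0.0058 with all genes, which adds members. The directions of the ATF6 and XBP1, SREBP, p53, proteasome, histone and G2/M medians were the same under all alternatives run.

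Of 1048 alternative values of the named gene changes, 18 moved by more than the spread between libraries, all with a pseudocount of 0.1. Of 1711 alternative limma results of named genes, 78 lost the call, 30 gained it and none reversed, over 33 genes. Without siControl library 1, 15 calls were lost, and without siDeptor library 1, 2. Among the percentiles of lists, that of the G2/M median passed its limit without matching, that of the p53 median no longer passed it (percentile 2.57) without the 4 genes shared with the PERK and ATF4 list, and those of the authors' calls in the proteasome and SREBP lists no longer passed it at q under 0.01. The unknown depth limits the genes of low FPKM, since their spread cannot be split into counting error and other error.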

Differences from the paper's values

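The number of transcripts in the authors' deposited table, 1889 with 922 up and 967 down, is within 2 transcripts of the paper's 1891, 923 up and 968 down. No count of the paper differed by more than 1.5 times from the value found with the authors' threshold.

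KEAP1 is named by the paper among the regulated genes and is drawn in Fig. 2D with a lower value after siDeptor. The KEAP1 gene was at 47.2 FPKM in siControl and 47.4 FPKM in siDeptor and was not called by limma. Of the 2 transcripts of KEAP1 in the authors' deposited table, NM_203500 fell and NM_012289 rose. Among all alternatives run, KEAP1 was called only after removal of a trend with GC content, with a rise of 0.090, and this alternative was chosen after seeing the values.

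IFNGR2, by the reading of a small label, is drawn in Fig. 2D with a higher value after siDeptor. Its log2 change was -0.59 in the FPKM table and -0.62 in the authors' deposited table, and none of the alternatives run changed the direction. NECAB3 is drawn in Fig. 2D with a slightly lower value after siDeptor. Its log2 change was 0.22 in the FPKM table (limma adjusted p = 0.062) and 0.58 in the authors' deposited table. NECAB3 was called as higher by limma with the replicate block, without siControl library 1, with quantile normalization, and after removal of a trend with GC content or transcript length, of which the last 2 were chosen after seeing the values.

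The paper's methods state that transcripts not in the annotation were not searched for. The authors' deposited table holds 7 transcripts with names that Cufflinks gives to transcripts it assembles, 3 up and 4 down, in ADCY6, KIAA0586, NFATC4, NIN, PHF14, PICALM and PTPRB.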

Other observations

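The tests of other splits, of the number of words shared with DEPTOR, of control siRNA words, of GC-rich genes, of the genes at 0 and of the KEAP1 transcripts were chosen only after the results had been seen. The tests of trends with GC content and length and of 3′ UTR words, with the score of a DEPTOR word among them, were added after the genes called between the conditions had been seen, and the test of coding sequences after the scores in 3′ UTRs had been seen. These were written down before their own values were computed.

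Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many calls as the split by condition, which is that split itself. The other 9 splits gave 0 or 1 calls, with 113 to 593 genes at an unadjusted p under 0.05. A design of 3 libraries against 3 cannot bring this share below 1 in 10. The other splits mix the conditions, so a difference between the conditions adds to the spread within each group and lowers the calls. Their few calls therefore do not show how many of the 4289 calls are false. After removal of a trend with GC content, 4553 genes were called, and after removal of a trend with transcript length 4430, against 4289 without removal, which argues against either trend as the whole cause of the calls. The libraries were taken to come from 1 culture per condition, so an effect of DEPTOR silencing cannot be told apart from other differences between the 2 cultures.

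Genes with lower values after siDeptor shared words in their 3′ UTRs. Below the lowest score of 1000 shuffled gene orders, -5.44, lay 8 words, led by GGCTTAA (-10.8), TGGCTTA (-8.60) and AGGCTTA (-8.04). With each library left out, the score of GGCTTAA stayed between -11.0 and -10.4. GGCTTAA was found in the UTRs of 15.2% of the genes called lower, 7.49% of those called higher and 7.74% of the others. The shift was small, with a median log2 change of -0.068 in the 960 genes with the word and -0.0067 in the others. Genes with exactly 1 copy had a median of -0.065 and genes with exactly 2 copies -0.11. A candidate explanation is that siRNAs of the siDeptor pool lowered further transcripts through matches of their seed, a stretch near the start of the guide strand, in 3′ UTRs. A word of the DEPTOR transcript itself, GTAGACT, passed the shuffles with a score of -7.26. With 8 passing words, at least 1 would lie in that transcript by chance in 71.0% of cases, so this test does not decide. ERLIN2, PSEN2, CKAP4, IFNGR2 and EXTL3 of Fig. 2D, all lower after siDeptor, hold both GGCTTAA and TGGCTTA, and P4HA2 and MSRB3, which rose by 0.51 and 0.91 on the log2 scale, hold GGCTTAA as well. HRC, PGRMC1 and PRNP, which fell most among the Fig. 2D genes, hold neither GGCTTAA nor TGGCTTA. Of the 8 words, PGRMC1 holds GTAGACT, PRNP holds AGGCTTA and HRC holds none. KEAP1 holds none of the 8 words. DERL3 holds ATTCTGA and TTCTGAA. PBXIP1, which fell most after DEPTOR, holds GTAGACT, ATTCTGA and TTCTGAA. Among the genes that rose most, TMEM64 and GRB10 hold some of the 8 words, and TMEM45A and GPRC5D hold none. Any of the 8 words was found in 55.1% of the genes called lower, 47.6% of those called higher and 44.5% of the others. The paper's text does not give the sequences of the siRNAs, so the words could not be compared with them. In these libraries, loss of DEPTOR as the cause for single genes stays open. The paper also gives evidence without siRNAs, which was not analysed here. In U266 cells, over-expressed Deptor raised the proteins ERLIN2, KEAP1 and CKAP4 and lowered DERL3. By ChIP, the paper places Deptor on promoter regions of PSEN2, CKAP4 and KEAP1.

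The evidence on the strand and the target is weaker. Of the 8 words, 3 occur in the DEPTOR transcript, where 1.15 were expected (chance 0.0946), and 5 occur on either strand (chance 0.0320). GGCTTAA occurs on neither strand, so a seed that matches DEPTOR in all of these 7 bases does not account for it, while GGCTTAT, which shares its first 6 bases, begins at position 700 of the DEPTOR transcript. The words overlap one another and are not independent, so their number does not settle whether they come from DEPTOR sequences. A sequence bias of the libraries would act on coding sequences as well. The median score of the 8 words was -2.59 in coding sequences and -6.74 in 3′ UTRs. In coding sequences the scores ran from -4.155 to -1.633, all in the same direction as in 3′ UTRs. The words were chosen by their scores in 3′ UTRs, which favours lower scores there. The comparison therefore does not decide whether such a bias contributed. Fewer coding sequences hold most of the words, but ATTCTGA and TTCTGAA were in 1476 and 1974 coding sequences and scored -2.12 and -1.63 there, against -6.22 and -5.56 in 1992 and 2695 UTRs. Above the highest score of the shuffles, 5.08, lay 2 words, ACATTTA (8.45) and TACATTT (7.72), which mark genes higher after siDeptor. Genes with a match to the control siRNA could be lower in siControl and so appear higher after siDeptor. Its sequence is not given in the paper's text, and a response of the cells to DEPTOR loss would look the same, so these cannot be told apart.

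GC-rich genes were lower after siDeptor. In the 10% of genes with the highest GC content, the median log2 change was -0.22, and 54 genes were called higher and 387 lower. The deviation of these genes from the other genes ranged over 0.223 within the siDeptor libraries and over 0.189 within the siControl libraries, while the conditions differed by -0.220. The lowest siControl library, 0.014, lay below siDeptor library 1, 0.023. This is consistent with a GC bias that differs from library to library, and a biological cause for GC-rich genes is not excluded.

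In siControl library 1 no gene was at exactly 0. There were 376 genes above 1e-06 FPKM in siControl library 1 and at or near 0 (under 1e-06 FPKM) in the other siControl libraries, and 140 genes likewise in siDeptor library 1. This is consistent with a table that holds only genes above 0 in siControl library 1. Such a filter could remove genes that are expressed only after siDeptor. No biological explanation was tested, since it concerns 1 library.

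The 2 KEAP1 transcripts went opposite ways while their sum changed by 0.029 on the log2 scale. A division of shared fragments that differed between the libraries could give this, and so could a change of first exon use, with the share of NM_203500 going to 11.4%. No value of single exons was analysed here, so these cannot be told apart.

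In the 9 genes whose direction differed between the authors' transcript calls and the gene values, the gene values other than that of NSF changed by -0.092 (PTPRB) to 0.11 (DCLRE1C) on the log2 scale. NSF was at or near 0 in the siControl libraries of the gene table and at 19.1 FPKM in the authors' transcript table.

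For UPR genes that the paper measured by qRT-PCR or as proteins, the RNA-seq gave log2 changes of 0.25 for HSPA5 (BiP; limma adjusted p = 0.0061), 0.47 for P4HB (PDI; limma adjusted p = 0.00021), 0.32 for DDIT3 (CHOP; limma adjusted p = 0.018), -0.19 for ATF4 (limma adjusted p = 0.0064) and 0.02 for XBP1 (limma adjusted p = 0.81), whose spliced form was not measured here. All siDeptor libraries lay outside the range of the siControl libraries for HSPA5, P4HB, DDIT3 and ATF4. DDIT3 was no longer called without siControl library 1, siControl library 3 or siDeptor library 3, with changes of 0.29, 0.28 and 0.27. BCL2 changed by -0.16 (limma adjusted p = 0.024) and was not called without siControl library 2 (-0.15), siControl library 3 (-0.14) or siDeptor library 3 (-0.13). AKT1 changed by -0.18 (limma adjusted p = 0.050, called before rounding). It was not called with a pseudocount of 0.1 (-0.18), with all genes tested (-0.18), without siControl library 1, 2 or 3 or siDeptor library 2 or 3 (-0.20 to -0.15), or with the trend with GC content removed (-0.067). RPTOR changed by -0.12 (limma adjusted p = 0.096), and was called only without siDeptor library 1 (-0.16). RICTOR changed by -0.21 (limma adjusted p = 0.010) and MTOR by 0.088 (limma adjusted p = 0.086), the latter called only with the trend with transcript length removed (0.10). RPL19, the reference gene of the paper's qRT-PCR, changed by -0.01 (limma adjusted p = 0.92).

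The UPR genes the paper names had a median log2 change of 0.017 (percentile 46.5), the mTOR pathway genes of -0.12 (percentile 11.3), the genes of the paper's RNA-seq text of -0.71 (percentile 0) and the ER genes of Fig. 2D of -0.074 (percentile 10.7), with percentiles among random lists matched on mean expression. The genes of the RNA-seq text include DEPTOR, the silenced gene, and others that the authors reported as changed in these libraries. Their percentile is therefore not independent evidence, nor is that of the Fig. 2D genes. While targets of ATF6 and XBP1 rose, targets of PERK and ATF4 had a median of -0.10 (percentile 0.040), with 28 of 43 genes lower, and HERPUD1 is a member of both lists. SREBP targets had a median of 0.11 (percentile 99.5), with 20 of 30 higher. Targets of p53 had a median of -0.20 (percentile 0.020), with 20 of 23 lower. The PERK and ATF4 list and the p53 list share BBC3, GADD45A, SESN2 and TNFRSF10B, all lower, so these 2 medians are not independent. Without these 4 genes they were -0.049 (percentile 2.16) and -0.11 (percentile 2.57). The G2/M genes had 0.079 (percentile 96.4), the glycolysis and hypoxia genes 0.073 (percentile 94.0), the plasma cell genes 0.071 (percentile 81.4), the autophagy and lysosome genes 0.027 (percentile 73.7) and the interferon-stimulated genes -0.038 (percentile 43.2). Adjusted over the list alone, limma called 40 of 62 targets of ATF6 and XBP1, 30 of 43 targets of PERK and ATF4, 20 of 30 SREBP targets and 15 of 23 p53 targets, against 40, 25, 16 and 12 with adjustment over all genes tested. These percentiles describe 6 libraries of 2 cultures.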
